A study of Homo sapiens with 10 samples. Its data were reported in "Differential RELA and GR recruitment to the BIRC3/BIRC2 locus: Molecular insight as to combinatorial regulation by proinflammatory cytokines and glucocorticoid" (2025).

How the data were processed

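RNAP2 had been immunoprecipitated and sequenced from A549 cells left without stimulus (NS), or exposed during 1 h to 1 ng/ml of IL1B, to budesonide at 300 nM (Bud) or to both agents (I+B). The sample labels assigned 8 ChIP libraries to 4 treatments, with 2 libraries each, and named 2 input libraries with no treatment. The series' own text also speaks of adenoviral infection, which no sample label names, and no infection was assumed here. The submitters' processing notes name bcl2fastq, FastQC 0.10.1, Bowtie2 2.4.4, SAMtools, MACS2 2.2.7.1, DiffBind 3.2 and the build GRCh38 (hg38), without saying what each was used for. Per the study's methods, paired-end reads were mapped to GRCh38 and the alignments of both experiments were merged for each treatment before signal tracks were made.

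The values deposited by the authors were on a log2 scale, with 1 value per window and treatment, none per library and none for input. The windows were 1000 bp long and came as a set at GR binding regions (GBRs, 8221 windows) and a set at RELA binding regions (RBRs, 5883 windows), each window with a trend label. How the labels were assigned was not given in the sources used here. When 2 was raised to the power of each deposited value, 56412 of 56416 results were whole multiples of 0.001, with a tolerance of 1e-06 thousandths. They were therefore read as log2 of mean coverage per bp plus 1. The 4 exceptions belonged to a window at the end of chromosome 18 with 645 sequenced bases. The study's methods express its ChIP-seq browser tracks relative to read number. No such scaling was visible in these whole-number values, and whether it was applied to them was not stated in the sources used here. Values at windows present in both sets were identical (largest difference 0.0).

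Coverage was recovered as 2 to the power of the value, minus 1. Changes were differences of the deposited log2 values, so every fold is on the scale of coverage plus 1 and understates changes at low coverage. Because only 1 pooled value per treatment was given, the planned tests across libraries, with adjusted p values, could not be made, and values, ratios and counts of windows with a change of at least 2-fold are given without tests or errors. The quantities formed were IL1B, Bud and I+B against NS, I+B against IL1B, I+B against Bud, and the interaction, which is the log2 change for I+B against IL1B minus that for Bud against NS. The additivity measure was the excess of each fold over 1, as the sum for the single agents and as the value with both. Windows that overlapped by at least 1 bp between the sets were called shared.

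Windows were placed on GENCODE release 44 gene models. A window was linked to the protein-coding gene whose body it overlapped, or else to the one with the nearest TSS within 50 kb, which linked 8056 windows to 4153 genes. A link says nothing of which gene a window regulates. Positions are 1-based. Regions R0 to R8 of the BIRC3/BIRC2 locus were located by matching the study's primer sequences to GRCh38, and a window that overlapped the amplicon was taken as the region. The forward primer for qPCR listed as R6 and that of the R5 reporter start at the same position, 102320766, and the window there was called R5, as in the reporter. The qPCR primers listed as R5 matched 102326343 to 102326462, where no window was given. No separate region R6 was therefore used.

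The windows named in the text follow a rule written before the data were examined, as far as it could be kept. For each set and comparison these are the 8 largest increases and 6 largest decreases, with 1 window per gene. The rule's demand for an adjusted p and for separated libraries could not apply, and was replaced by a change of at least 2-fold and a mean coverage of at least 16 over the 4 treatments. The coverage minimum was chosen after the data had been seen. It left 165 named windows, against 168 without it, of which 71 were shared. The increases for IL1B or I+B against NS and for I+B against Bud were the same windows with and without it, whereas most names in the other comparisons depend on it. For each gene list, up to 4 genes with the largest changes are named.

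The lists, also fixed before the data were examined, were inflammatory cytokines and chemokines, NF-κB pathway and feedback, apoptosis regulators, adhesion, protease and prostaglandin genes, interferon and IRF genes, glucocorticoid-induced genes, immediate early genes, circadian clock genes, housekeeping genes, and markers of other cell types. The value of a gene was the mean over its linked windows. The median of each list was placed among the medians of 10000 random lists of the same size matched on mean level in 10 bins. The percentile describes these pooled tracks and is not a test across experiments.

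Alternatives were pseudocounts of 0.5 and 10, leaving out the lowest 25% of windows by mean value, TMM-like rescaling (trimming 30% of ratios and 5% of levels) and quantile normalization within each set, a threshold of 1.5-fold, a reciprocal overlap, linking within 10 kb and the strongest window per gene. For windows divided by the factor bound, both rescalings and the lowest 25% were taken over all windows of both sets together. Intergenic windows alone were added after the data had been seen. Intervals for medians of windows are 95% intervals over windows, and those for differences came from 2000 bootstrap draws. They describe the spread over windows and not over experiments. The input libraries were not used here, since no input values were given.

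The calculations were tested on simulated data. In a simulated IL1B against NS comparison over 10740 windows, 100 windows were raised and 100 lowered by 1.5 log2 units. All were drawn from windows with NS coverage of at least 16. Of these, 100 and 95 were found past 2-fold, and 0 of 2548 unchanged windows meeting the same minimum were. Recovery and false calls at weaker windows, which were the majority, were not checked. A planted log2 scale factor of 0.4 was recovered as 0.40. The simulation held sampling of reads only and no variation between experiments. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.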

Results

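RNA polymerase II (RNAP2) was measured by ChIP-seq in A549 cells, a human lung epithelial line, after 1 h without stimulation (NS) or with the cytokine IL1B (1 ng/ml), the glucocorticoid budesonide (Bud, 300 nM) or IL1B-plus-budesonide (I+B). Each of the 4 treatments had 2 ChIP libraries, and 2 input libraries stood beside them. The deposited values gave 1 value per treatment, with both libraries pooled, so there were no replicates and no input values, and no statistical test was made. RNAP2 was given in 1 kb windows at 8221 glucocorticoid receptor (GR) binding regions (GBRs) and 5883 binding regions of the NF-κB subunit RELA (RBRs), on GRCh38. Windows bound by both factors numbered 3458, with 4797 at GBRs alone and 2485 at RBRs alone, which gave 10740 different windows. Of these, 5229 lay in introns, 4942 between genes, 274 at a transcription start site (TSS), 198 in UTRs and 97 in coding exons.

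The number of reads per library was not given in the values, and depth was visible only as coverage. At GBRs, the median coverage per bp was 9.28 in NS, 9.89 with IL1B, 11.5 with budesonide and 12.8 with I+B. At RBRs it was 9.76, 13.9, 10.1 and 15.6 in the same order. Over all windows, the median log2 change from NS was 0.22 with IL1B, 0.22 with budesonide and 0.44 with I+B. The median was 0.18 for I+B against IL1B and 0.20 for I+B against budesonide. The study expressed its browser tracks relative to read number, but the window values here were whole-number coverage, and whether that scaling was applied to them was not stated in the sources used here. A shift shared by all windows could therefore not be separated from a difference in depth. Changes below are as deposited, on the scale of coverage plus 1, and are to be read against these medians.

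The BIRC3/BIRC2 locus on chromosome 11 was examined first, since the study asked how RELA and GR act at these neighbouring genes, which encode inhibitors of apoptosis. At the BIRC3 TSS (R4, 102316901 to 102317900), coverage was 72.6 in NS, 305.5 with IL1B, 184.0 with budesonide and 260.2 with I+B. RNAP2 there was 4.16-fold higher with IL1B, 2.51-fold higher with budesonide and 3.55-fold higher with I+B than in NS. These log2 changes of 2.06, 1.33 and 1.83 became 1.91, 0.99 and 1.36 after TMM-like rescaling. After quantile normalization they were 1.42, 0.88 and 1.15. All rescalings of R0 to R8 were those taken from GBRs, and those taken from RBRs were not applied to them. In the BIRC3 intron 2871 bp downstream of the TSS (R5, 102320355 to 102321354), the folds were 4.32, 2.99 and 5.24. Upstream of BIRC2, 620 bp from its TSS (R7, 102345592 to 102346591), RNAP2 was 10.7-fold higher with IL1B, 1.77-fold higher with budesonide and 7.34-fold higher with I+B. Region R3 (102312414 to 102313413), upstream of BIRC3, held 3.21-fold, 2.08-fold and 3.71-fold the NS value.

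Further upstream of BIRC3, the intergenic region R2 (102305945 to 102306944) was higher with the glucocorticoid but not with the cytokine. Its coverage was 30.3 in NS, 27.6 with IL1B, 57.8 with budesonide and 60.8 with I+B, which made 0.91-fold, 1.88-fold and 1.97-fold the NS value. Region R1 (102300760 to 102301759) had weaker coverage, from 5.5 with IL1B to 11.1 with budesonide, and R0 (102292756 to 102293755) stayed between 6.1 and 8.6. Downstream of BIRC2, region R8 (102383554 to 102384553) was 1.38-fold higher with IL1B, 0.75-fold with budesonide and 1.20-fold with I+B, and the last of these fell below NS under both rescalings of the tracks (log2 changes of -0.18 and -0.27). Against IL1B alone, I+B was at 0.85-fold at R4 and 0.69-fold at R7, lower under each scaling as well. At R3 and R5 it was at 1.16-fold and 1.21-fold, and these became log2 changes of -0.09 and -0.04 after TMM-like rescaling (-0.07 and 0.16 after quantile normalization).

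The excess over NS with both agents was set against the sum of the excesses with each agent at the same windows. At R4 the sum was 4.68 and the value with I+B was 2.55. At R5 these were 5.31 and 4.24, at R7 10.47 and 6.34, and at R3 3.29 and 2.71. At R2 the value with I+B, 0.97, lay above the sum of 0.79, at R1 0.41 lay above 0.25, and at R8 0.20 lay above 0.13. At R0 it was -0.01, below the sum of 0.36.

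**Figure D1:**
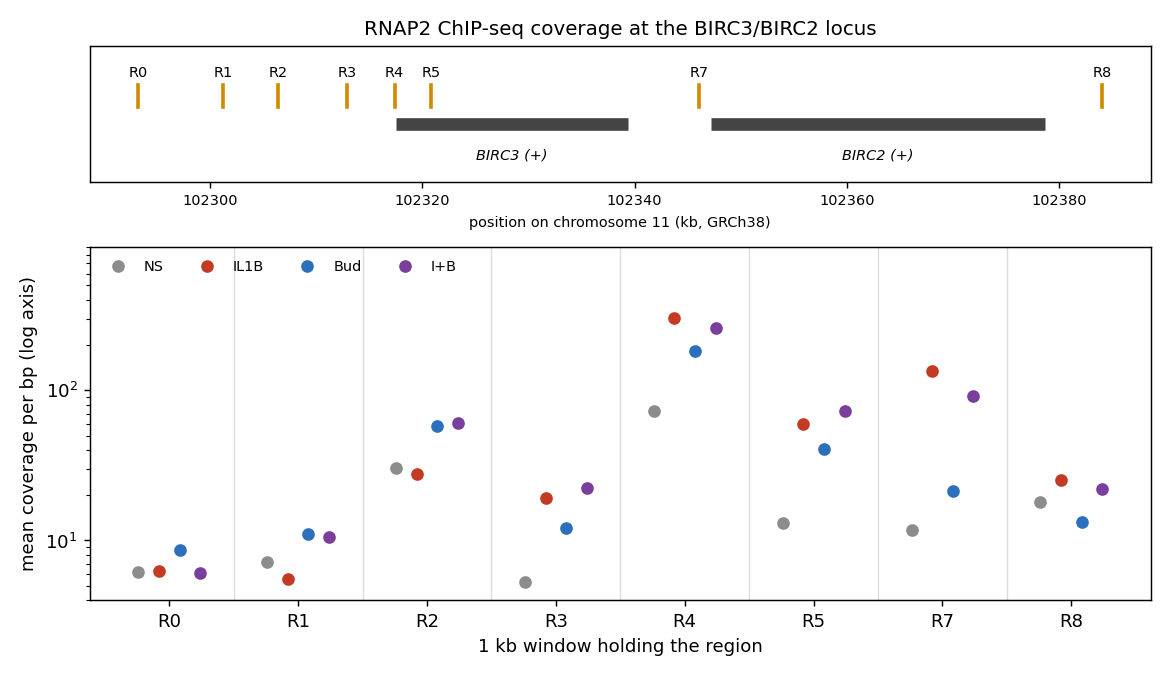
RNAP2 coverage at the BIRC3/BIRC2 locus, with the positions of the 8 windows and both genes in the upper panel (kb, GRCh38) and mean coverage per bp on a log axis for each treatment in the lower panel (1 pooled value per point). At R4 coverage was 72.6 in NS and 305.5 with IL1B, while R2 stood at 57.8 with budesonide and 27.6 with IL1B.

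Loci that served the study as controls responded to the agent that defines them. Near FKBP5, a GR target that encodes an immunophilin, the window with the strongest coverage (chromosome 6, 35731532 to 35732531) had coverage of 81.6 in NS, 108.9 with IL1B, 202.3 with budesonide and 225.0 with I+B. Budesonide made it 2.46-fold higher than NS, and 2.06-fold higher in the presence of IL1B. At the TSS of CXCL8, which encodes the neutrophil chemokine interleukin 8 (chromosome 4, 73739978 to 73740977), coverage was 6.6 in NS, 256.6 with IL1B, 9.0 with budesonide and 127.7 with I+B. RNAP2 was thus 33.82-fold higher with IL1B than in NS, and I+B stood at 0.50-fold of IL1B alone. The budesonide effects at FKBP5 and the directions at CXCL8 held after both rescalings, whereas IL1B against NS and I+B against budesonide at FKBP5 fell below 0 after quantile normalization, and also after the TMM-like rescaling taken from RBRs.

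IL1B alone was compared with NS to find where the cytokine changed RNAP2. At RBRs, the window at the CXCL8 TSS was highest. ICAM1, an adhesion receptor for leukocytes, was 24.74-fold higher in an intron (chromosome 19, 10271319 to 10272318). IKBKE, a kinase of the NF-κB and interferon pathways, was 19.94-fold higher in an intron (chromosome 1, 206472197 to 206473196). The chemokine gene CXCL2 was 15.31-fold higher at an intergenic window, and TNFAIP3, which encodes an NF-κB feedback inhibitor, was 14.21-fold higher in an intron. TNIP1 (13.81-fold), BID (13.50-fold) and the cytokine gene IL32 (11.89-fold, TSS) followed. At GBRs, windows linked to CXCL8, CXCL2, TNIP1, BID and IL32 again led, with the complement gene C3 (11.43-fold), the chemokine gene CCL20 (11.03-fold) and BIRC2.

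Fewer windows were lower with IL1B. At GBRs, an intergenic window linked to MMD (chromosome 17, 55433414 to 55434413) went from a coverage of 27.1 to 2.6, and one near FLNB, which encodes an actin-binding filamin, from 15.4 to 1.9. A window 4.5 kb from the TSS of DKK1, a Wnt antagonist, went from 77.7 to 18.4 (0.25-fold). Windows linked to PPARGC1B, ATP2A2 and SLC45A4 stood at 0.26-fold. At RBRs, the lowest were windows linked to MMD (0.21-fold), SLC45A4 (0.26-fold), SYBU (0.32-fold), KLF13 (0.34-fold), ZFAND5 (0.36-fold) and KRT78 (0.38-fold).

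Gene lists fixed beforehand were summarised as the median over their genes with a linked window, and set beside 10000 random lists matched on mean level. Of the NF-κB pathway and feedback genes, 23 of 28 had an RBR, and 21 of these were at least 2-fold higher with IL1B and none 2-fold lower. Their median log2 change was 1.85, at percentile 100 of the random lists, with IKBKE (3.71), NFKB2 (3.26), IRAK2 (2.58) and RELB (2.54) the highest gene means. Of the inflammatory cytokines and chemokines, 18 of 28 were measured and 14 were at least 2-fold higher, with a median of 1.72 at percentile 100. IL32 (3.57), TNF (3.26), CXCL2 (2.55) and CXCL1 (2.55) led that list. Adhesion, protease and prostaglandin genes had a median of 1.24 at percentile 99.94, with 10 of 16 at least 2-fold higher, among them C3 (3.51), ICAM1 (2.80), EFNA1 (1.83) and MMP10 (1.68).

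Apoptosis regulators at RBRs had a median of 1.10 with IL1B, at percentile 99.78, and 10 of the 18 measured were at least 2-fold higher. The largest gene means were those of BCL2A1 (2.87) and SOD2 (2.15), which protect against cell death, and of BID (2.67), which promotes it. BIRC2 stood at 1.94, the mean of R7 (3.42) and R8 (0.47). BIRC3, averaged over its linked RBRs, stood at 0.53, the mean of R1 (-0.35), R2 (-0.13) and R4 at its TSS (2.06). Interferon and IRF genes had a median of 0.78 over 8 genes, at percentile 82.94, with GBP2 (1.72), IRF1 (1.51) and TAP1 (1.26) above and HLA-E (-1.25) below NS. GBP2 and HLA-E each rested on 1 weakly covered window, with log2 values of 2.01 and 2.72 in NS. Markers of other cell types, few of which had an RBR, had a median of 1.06 over 5 genes at percentile 95.13, with ITGAM (1.47), PTPRC (1.12), PECAM1 (1.06) and PDGFRB (0.99). PTPRC, PECAM1 and PDGFRB rested on 1 window each, with log2 values of 1.57, 3.52 and 2.11 in NS.

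In total, 1422 RBR windows were at least 2-fold higher and 183 at least 2-fold lower with IL1B, so that 88.6% of these were higher. After TMM-like rescaling the numbers were 652 and 521 (55.6% higher), and after quantile normalization 632 and 587 (51.8%). At GBRs, 1101 were higher and 501 lower (68.7% higher), against 853 and 699 (55.0%) and 802 and 749 (51.7%) under these scalings. The lists of cytokine, NF-κB, adhesion and apoptosis genes kept medians above 0 under both, but some became smaller. At RBRs, NF-κB pathway genes stood at 1.147 after quantile normalization. Adhesion, protease and prostaglandin genes stood at 0.776 after TMM-like rescaling and at 0.72 after quantile normalization.

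Budesonide alone was compared with NS to find where the glucocorticoid changed RNAP2. At GBRs, the largest increase was in an intron of FGD4, which encodes an activator of the GTPase CDC42 (chromosome 12, 32453673 to 32454672), where coverage was 3.4 in NS and 41.0 with budesonide (9.54-fold). Windows linked to PRPS1 (8.26-fold), NEDD4 (7.04-fold), ABHD12 (7.03-fold), HECW1 (6.45-fold), EDN2 (6.07-fold), ANGPTL4 (5.78-fold) and TTC39C (5.70-fold) followed. NEDD4 and HECW1 encode ubiquitin ligases, and ANGPTL4 an inhibitor of lipoprotein lipase. At RBRs, an intronic window of STOM led (8.13-fold), followed by HECW1, TTC39C, ENSG00000249967 (5.50-fold), ACOT7 (5.39-fold), BID (5.17-fold), XIRP1 (4.97-fold) and a second window near PRPS1 (4.92-fold).

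Decreases with budesonide alone were fewer than increases. With a mean coverage of at least 16, only 3 genes had a GBR window at least 2-fold lower, namely SUSD1 (0.41-fold), BAIAP2L1 (0.48-fold) and FAM222A (0.49-fold). At RBRs, the lowest were windows linked to ENSG00000258691 (0.31-fold), to GLI1, a transcription factor of Hedgehog signalling (0.33-fold, coverage of 106.4 in NS and 34.2 with budesonide), and to ANTXR1 and AMOTL1 (0.37-fold each). A window 31.5 kb from the TSS of TLR2, a receptor for bacterial lipoproteins, stood at 0.41-fold.

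Glucocorticoid-induced genes were higher with budesonide, as in both rescalings. Of 36, 27 had a GBR, 11 of these were at least 2-fold higher and none 2-fold lower, and the median of 0.88 stood at percentile 100. This median fell to 0.535 after TMM-like rescaling and to 0.451 after quantile normalization. The highest gene means were those of ACSL1 (2.4), the clock gene PER1 (1.96), ANGPTL4 (1.68) and FKBP5 (1.45). Circadian clock genes had a median of 0.99 over 9 genes at percentile 99.76, with PER1, NR1D2 (1.80), PER2 (1.26) and BMAL1 (1.03). PER1 belonged to both lists. Immediate early genes had a median of 0.41 over 14 genes at percentile 64.03, which was -0.003 after quantile normalization, with DUSP6 (1.18), FOSL2 (0.78) and NR4A2 (-0.71). Housekeeping genes, of which 6 had a GBR, had a median of 0.62 at percentile 86.29, with PGK1 (1.71), UBC (0.88), ACTB (0.69) and LDHA (0.54).

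Apoptosis regulators at RBRs had a median of 0.49 with budesonide, at percentile 98.54, but only 2 of 18, BID (1.35) and MCL1 (1.21), were at least 2-fold higher, and none were 2-fold lower. BIRC3 stood at 0.93. Inflammatory cytokines and chemokines had a median of 0.08 at percentile 35.05, and NF-κB pathway genes one of 0.19 at percentile 30.09, both of which lay below 0 after quantile normalization, and the first also after TMM-like rescaling. Adhesion, protease and prostaglandin genes had a median of 0.12 at percentile 30.0, which was below 0 after quantile normalization. Interferon and IRF genes stood at -0.05 (percentile 7.12) and markers of other cell types at -0.44 (percentile 4.73).

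With budesonide, 1172 GBR windows were at least 2-fold higher and 148 at least 2-fold lower (88.8% higher). The numbers were 540 and 408 (57.0%) after TMM-like rescaling, and 553 and 429 (56.3%) after quantile normalization. At RBRs, 519 were higher and 207 lower (71.5% higher), against 387 and 296 (56.7%) and 392 and 313 (55.6%).

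Both agents together were compared with NS. CXCL8 (16.89-fold), ICAM1 (16.74-fold), C3 (16.05-fold), CXCL2 (15.87-fold) and IL32 (13.74-fold) were the highest at RBRs, followed by IKBKE (12.82-fold), MYEOV (12.36-fold) and CCL20 (12.09-fold). At GBRs, NFKBIA, which encodes the NF-κB inhibitor IκBα, and BID joined them. The NFKBIA window (chromosome 14, 35398125 to 35399124) had coverage of 22.7 in NS, 244.4 with IL1B, 115.2 with budesonide and 284.0 with I+B. The lowest windows were linked to ITGB1, which encodes the β1 integrin chain (0.27-fold), HNF1B (0.32-fold), AOPEP (0.33-fold), DKK1 (0.34-fold), SLC3A1 (0.35-fold) and TTC7A (0.36-fold) at GBRs, and to GPCPD1 (0.40-fold), SKAP1 (0.44-fold), NT5E (0.45-fold) and KLF13 (0.46-fold) at RBRs, beside ITGB1 and TTC7A.

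At GBRs, 1758 windows were at least 2-fold higher with I+B and 189 at least 2-fold lower (90.3% higher), against 765 and 590 (56.5%) after TMM-like rescaling and 793 and 731 (52.0%) after quantile normalization. At RBRs, the numbers were 1652 and 79 (95.4% higher), against 620 and 419 (59.7%) and 647 and 554 (53.9%).

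The effect of budesonide in the presence of IL1B was read from I+B against IL1B. MT2A showed it at high coverage, with 40.0 with IL1B and 227.7 with I+B (5.57-fold) at an intergenic window 1.3 kb from its TSS (chromosome 16, 56609902 to 56610901). Windows linked to SYBU (7.58-fold), PPARGC1B (6.63-fold), the adaptor gene PXN (5.81-fold), DCST1 (5.81-fold), the aminopeptidase gene ANPEP (5.76-fold), FKBP5 (5.58-fold, intron) and MMD (5.30-fold) were the other largest increases at GBRs. At each of these windows except that of MT2A, IL1B alone stood below NS. At RBRs, HECW1 (5.07-fold), SLC45A4 (4.86-fold) and ENSG00000249967 (4.77-fold) were among the highest.

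Lower values with I+B than with IL1B included the mucin gene MUC5AC (0.30-fold, coverage of 54.2 and 15.4), TLR2 (0.32-fold), the vitamin D hydroxylase gene CYP24A1 (0.37-fold, coverage of 295.7 and 109.9), the iron transporter gene SLC11A2 (0.38-fold), ENSG00000283321 (0.38-fold) and SLC23A2 (0.39-fold) at RBRs. At GBRs, HNF1B (0.31-fold), PDLIM5 (0.39-fold), TM4SF1 (0.40-fold), ITGB1 (0.41-fold) and DLGAP1 (0.43-fold) were lowest beside SLC23A2. Inflammatory cytokines and chemokines at RBRs had a median log2 change of -0.25 at percentile 0.83, and 2 of 18, CXCL10 (-1.24) and CXCL3 (-1.05), were at least 2-fold lower. CXCL10 rested on 1 weakly covered window, with log2 values of 2.53 with IL1B and 1.29 with I+B. NF-κB pathway genes had a median of -0.18 at percentile 2.0, with MAP3K14 (-0.83) and RIPK2 (-0.56) lowest.

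Glucocorticoid-induced genes at GBRs had a median of 0.72 at percentile 100, with 8 of 27 at least 2-fold higher, led by FKBP5 (1.96), MT2A (1.74), PER1 (1.72) and HIF3A (1.52), and with SGK1 (-1.01) at least 2-fold lower. Clock genes at GBRs had a median of 0.77 at percentile 99.03, with CRY2 (1.72), PER1, BMAL1 (1.31) and PER2 (1.28) highest and BHLHE40 (-0.43), NPAS2 (-0.41) and NR1D2 (-0.15) below IL1B. The 5 clock genes with an RBR had a median of -0.15 at percentile 19.69. Apoptosis regulators at RBRs stood at 0.18 (percentile 85.11), but below 0 when windows were linked within 10 kb or the strongest window stood for a gene, and adhesion, protease and prostaglandin genes at -0.11 (percentile 10.94). At GBRs, 1153 windows were at least 2-fold higher and 189 lower (85.9% higher), against 563 and 422 (57.2%) and 538 and 473 (53.2%) after TMM-like rescaling and quantile normalization. At RBRs, the numbers were 532 and 168 (76.0% higher), against 350 and 241 (59.2%) and 337 and 277 (54.9%).

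The effect of IL1B in the presence of budesonide was read from I+B against budesonide. At RBRs, ICAM1 (14.99-fold, TSS), the kinase gene ALPK1 (13.58-fold, TSS), CXCL8 (12.81-fold), TNFAIP3 (12.57-fold), ASS1 (12.21-fold), TNF (11.59-fold), SOD2 (11.26-fold) and NPHS1 (11.17-fold) stood highest. At GBRs, HIVEP2 (10.50-fold), IRF1 (8.81-fold), TNNI1 (8.77-fold), CXCL1 (8.71-fold, TSS), IL32 (8.30-fold, TSS) and NFKB2 (8.01-fold, TSS) followed CXCL8 and SOD2. DKK1 (0.27-fold), ATP2A2 (0.28-fold), SLC3A1 (0.29-fold), AOPEP (0.29-fold), UPK1B (0.30-fold) and HNF1B (0.30-fold) were lowest at GBRs, and ITGB1 (0.32-fold), the inhibitor of differentiation gene ID3 (0.36-fold), GPCPD1 (0.37-fold), ABTB3, SKAP1 (0.41-fold each) and KLF13 (0.42-fold) at RBRs.

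Cytokine and chemokine genes had a median of 1.40, with 14 of 18 at least 2-fold higher and 1, CXCL10 (-1.37), at least 2-fold lower. The CXCL10 value came from 1 weakly covered window, with log2 values of 2.65 with budesonide and 1.29 with I+B. NF-κB pathway genes had a median of 1.19 with 14 of 23 at least 2-fold higher, and both lists stood at percentile 100. Adhesion, protease and prostaglandin genes stood at 0.88 (percentile 98.69) and apoptosis regulators at 0.75 (percentile 97.38). Clock genes at GBRs were at the low end, with a median of -0.75 at percentile 0.02, and PER1 (-0.88), NPAS2 (-0.81) and NR1D2 (-0.76) lowest. CRY2 (0.84) and BHLHE40 (0.44) lay above budesonide. Glucocorticoid-induced genes had a median of -0.29 at percentile 0.34. At RBRs, 1300 windows were at least 2-fold higher and 75 lower (94.5% higher), against 489 and 361 (57.5%) and 497 and 394 (55.8%). At GBRs, 870 were higher and 361 lower (70.7% higher), against 633 and 476 (57.1%) and 659 and 521 (55.8%).

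**Figure D2:**
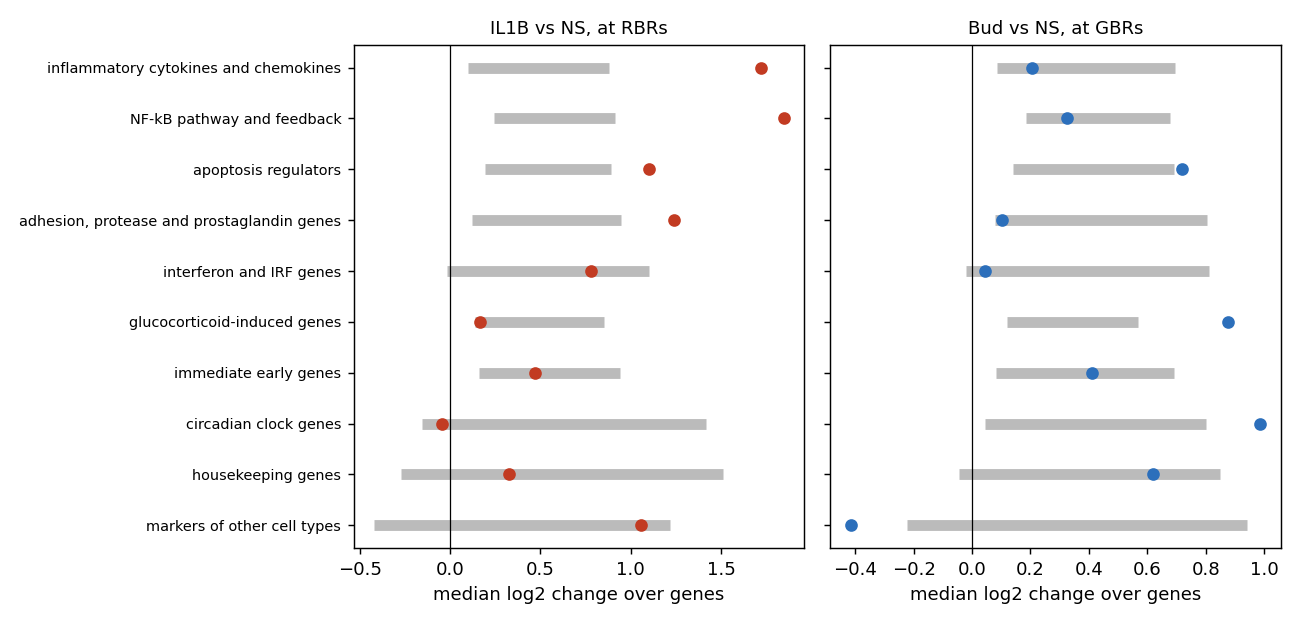
Median log2 change over the genes of each list with IL1B at RBRs and with budesonide at GBRs (points), with the central 95% of 10000 random lists matched on mean level (grey bars). NF-κB pathway genes stood at 1.85 with IL1B and glucocorticoid-induced genes at 0.88 with budesonide, both outside the random range.

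The dependence of the glucocorticoid effect on the cytokine was examined as the log2 change for I+B against IL1B minus that for budesonide against NS. At GBRs this difference was at least 1 in 832 windows and at most -1 in 837, and at RBRs in 609 and 505. Weak windows made up most of these, and with a coverage of at least 16 the negative side prevailed, with 61 and 245 at GBRs and 48 and 205 at RBRs. SLC45A4 (2.4), MMD (2.22), PXN (1.89) and PPARGC1B (1.70) had the largest positive differences at GBRs, and BID (-2.55), NRG1 (-2.36), RUNX1 (-2.31) and HAPLN2 (-2.18) the largest negative. Windows linked to SLC45A4, MMD and PPARGC1B were also among the lowest with IL1B alone, and PXN stood below NS with it. A low pooled IL1B value raises this difference by itself, and a high value with either single agent lowers it. At RBRs, SH3TC1 (-2.07), ZC3H12A (-1.98), ZMYND8 (-1.93) and ABTB3 (-1.86) stood low beside BID and NFKBIA (-2.08), while IGF1R (1.65), ATP2B4 (1.58), B4GALT1 (1.58), KCTD1 (1.55) and ECHDC1 (1.5) stood high. FGD4 (-2.16), the window with the largest budesonide effect at GBRs, was 2.13-fold higher with I+B than with IL1B.

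Among windows with a mean coverage of at least 16 that were at least 2-fold higher with each agent alone, the excess with I+B lay below the sum of both excesses in 94 of 107 at GBRs and in 87 of 100 at RBRs. The median sum was 3.62 against 2.58 with I+B at GBRs, and 3.58 against 2.58 at RBRs. Choosing windows for high values with each agent favours this outcome by itself. Across all GBR windows, which are not independent replicates, the budesonide effects without and with IL1B correlated with Pearson's r of 0.23 (Spearman's rho 0.23), and the IL1B effects without and with budesonide with r of 0.41 (rho 0.35). At RBRs r was 0.24 (rho 0.22) and 0.48 (rho 0.42). With coverage of at least 16, r was 0.49 and 0.73 at GBRs and 0.49 and 0.76 at RBRs.

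**Figure D3:**
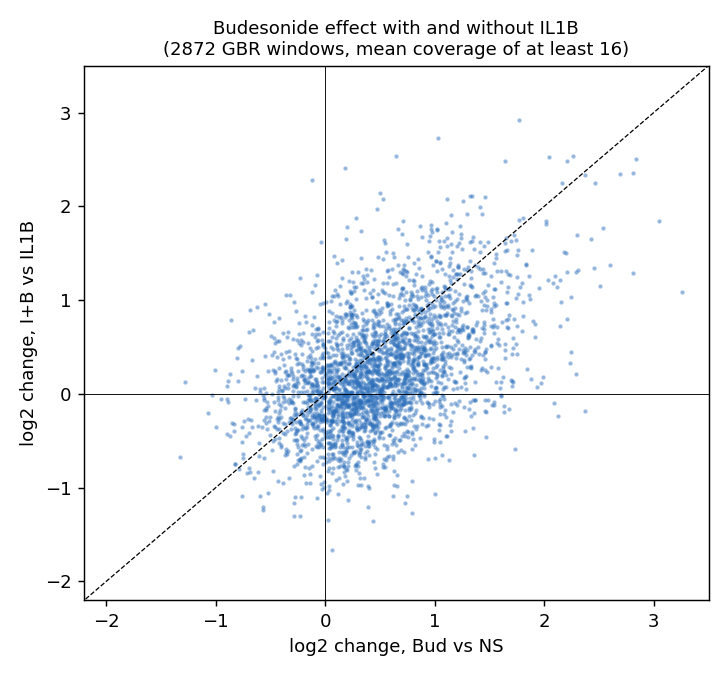
Log2 change with budesonide in the absence (Bud vs NS) and presence (I+B vs IL1B) of IL1B at 2872 GBR windows with a mean coverage of at least 16 (points), with the line of equal effects dashed. Pearson's r across these windows was 0.49.

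Windows were then divided by the factor bound, to ask how binding of either or both factors went with RNAP2. Windows at RBRs alone had a median log2 change of 0.52 with IL1B and -0.07 with budesonide. Windows at GBRs alone had the opposite order, with -0.03 with IL1B and 0.34 with budesonide. Shared windows stood between, with 0.40 and 0.27, but these medians mixed unlike windows. By the authors' trend labels, 958 with an increasing GBR and an unchanged RBR had 0.74 with IL1B and 0.13 with budesonide. Those with an unchanged GBR and an increasing RBR (547) had 0.13 and 0.72, and those increasing in both (695) had 0.38 and 0.26. Shared means overlap of the 2 sets, and does not show that both factors were bound under each single agent. Relative to the medians of all windows, IL1B gave 0.29 at RBRs alone, 0.18 at shared windows and -0.26 at GBRs alone, and budesonide gave -0.29, 0.05 and 0.11. Against IL1B, I+B gave 0.31 at GBRs alone, 0.18 at shared windows and -0.05 at RBRs alone, and against budesonide it gave -0.05, 0.32 and 0.58.

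The share of windows at least 2-fold higher followed the factor bound. With coverage of at least 16, 40.9% of 689 windows at RBRs alone were higher with IL1B and 0.3% lower, and 22% of 1117 windows at GBRs alone were higher with budesonide and none lower. As a background from the factor not bound, budesonide gave 3.0% higher and 1.5% lower at RBRs alone, and IL1B gave 5.7% higher and 8.6% lower at GBRs alone. The minimum is a mean over the treatments, so a high treated value helps a window to pass it. Over all windows, IL1B gave 27.1% higher and 2.9% lower at RBRs alone, and budesonide 15.5% and 1.8% at GBRs alone. The background was 4.1% and 5.8% with budesonide at RBRs alone, and 7.2% and 8.0% with IL1B at GBRs alone. All these shares are as deposited. After TMM-like rescaling the median of shared windows for I+B against IL1B was -0.058, and after quantile normalization that for budesonide against NS was -0.03. No other median of the 3 classes changed sign under either scaling in these 4 comparisons. Both scalings were taken here over all windows of both sets together. Those taken within GBRs or within RBRs, whose factors differ, were not applied to the classes.

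**Figure D4:**
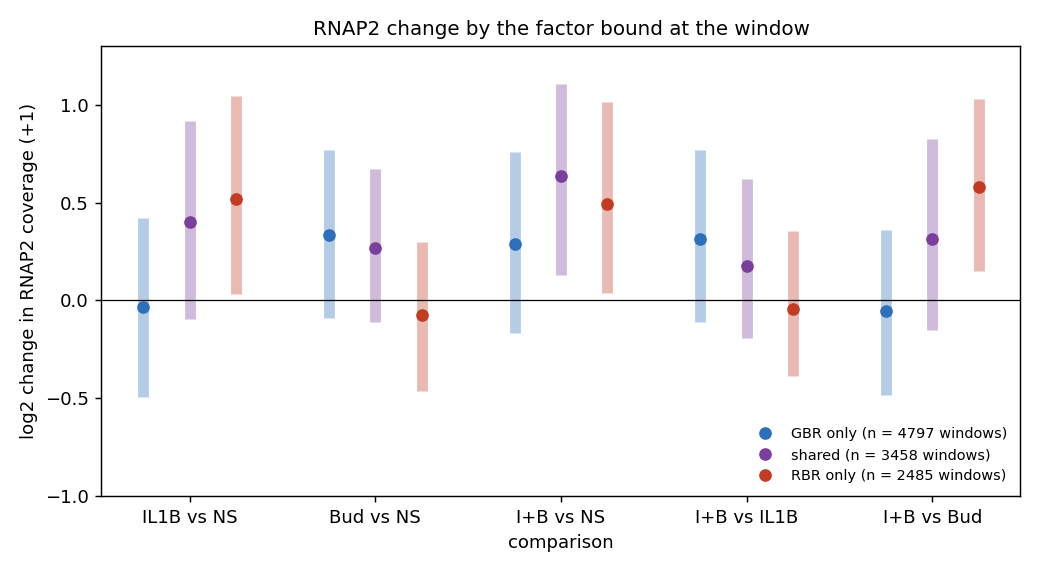
Median log2 change in RNAP2 (points) and interquartile range (bars) in each comparison at windows bound by GR alone, by both factors or by RELA alone. With IL1B the medians were -0.03, 0.40 and 0.52, and with budesonide 0.34, 0.27 and -0.07.

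Each GBR and RBR carried a label, assigned by the authors, of decreasing, increasing or unchanged, and the comparison that defined it was not given in the sources used here. At the 2600 GBRs labelled increasing, the median log2 change was 0.52 with IL1B and 0.15 with budesonide, and I+B was 0.57 above budesonide. At the 2793 labelled decreasing it was -0.09 with IL1B and 0.36 with budesonide, and I+B stood at -0.19 against budesonide. At the 2828 labelled unchanged, the medians were 0.07 and 0.43, with -0.04 for I+B against budesonide. The 1464 RBRs labelled increasing had 0.23 with IL1B and 0.43 with budesonide, and I+B was 0.45 above IL1B. At the 1819 RBRs labelled decreasing and the 2600 labelled unchanged, IL1B gave 0.51 and 0.53, budesonide -0.07 and 0.10, and I+B against IL1B -0.13 and 0.04. After TMM-like rescaling, 7 medians of this kind changed sign over the 4 comparisons, among them budesonide against NS at increasing GBRs (-0.16) and IL1B against NS at increasing RBRs (-0.21).

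By position, 24.1% of 274 windows at a TSS were at least 2-fold higher with IL1B and 1.5% lower. The shares were 21.7% and 5.1% in UTRs, 17.9% and 4.6% in introns, 14.7% and 6.3% between genes and 14.4% and 5.2% in coding exons. With budesonide, 7.7% of TSS windows were at least 2-fold higher, against 13.1% in UTRs, 13.2% in introns, 10.6% between genes and 12.4% in coding exons.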

Values the study reported

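For RNAP2 itself, the paper described its A549 tracks at the locus in words. It saw more RNAP2 with budesonide at the BIRC3 TSS and at R2, but hardly any effect of the glucocorticoid at R7 or the TSS of BIRC2, and more RNAP2 with IL1B at R4 and near both TSSs. Adding budesonide to IL1B left the level at R4 as with IL1B, and the R2 signal with both agents was described as that with budesonide. For the factors in its sequencing tracks, the paper described more GR with both agents than with budesonide at R1, R4 and R8, less at R5 and no difference at R0, R2 and R3, with GR absent or very low at R7. RELA with both agents was described as newly present at R1, R2 and R8, little altered at R4 and lower at R7 than with IL1B. By ChIP-qPCR, GR at R2 and R4 was much the same with both agents as with budesonide, and GR at R1 was no longer significant. In that assay, GR with both agents was significantly higher than with budesonide at R8 and significantly lower at R5. Summing up both assays, the paper described RELA at R4 and R7 as little affected by the glucocorticoid.

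The paper also measured factor recruitment and reporter activity at this locus, which are other quantities than RNAP2 coverage. By ChIP-qPCR after 1 hour, it reported that budesonide raised GR recruitment at FKBP5 by 240 ± 150-fold and that IL1B raised RELA recruitment at CXCL8 by 48 ± 11-fold. In luciferase reporters, dexamethasone raised the activity of R2 by 2.4 ± 0.8-fold, R4 by 1.5 ± 0.3-fold and R5 by 9.4 ± 7.3-fold. IL1B raised that of R4 by 3.3 ± 1.9-fold and R7 by 2.0 ± 0.7-fold. With both agents, the paper gave 2.4 ± 1.3-fold for R5, 1.6 ± 0.6-fold for R7 and 16.5 ± 9.6-fold for R8, and it described R8 and R2 as more than additive, R4 as additive and R5 and R7 as less than additive.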

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

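The test of windows bound by both factors, the test of RELA regions at the same windows, the comparison of strong with weak unmoved windows and the excess by coverage were chosen after the results they measure had been seen. Windows were picked out here because the effect of an agent had opposite signs without and with the other agent, each by at least 0.5 on the log2 scale, among the windows named by rule. With 1 value per treatment these differences were not tested, and all were taken at windows chosen for large changes.

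For the budesonide effect, the value without IL1B (Bud against NS) is given first and the value with it (I+B against IL1B) second. These were 0.82 and -0.54 upstream of BIRC2, 0.56 and -0.56 at ICAM1, 1.73 and -0.58 at RUNX1 and 1.01 and -1.06 at SH3TC1. The opposite order was found at ATP2B4 (-0.69 and 0.89) and IGF1R (-0.86 and 0.79). At BIRC2 and ICAM1, the value with IL1B was measured against an IL1B effect of 3.42 and 4.63.

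For the IL1B effect, the value without budesonide (IL1B against NS) precedes the value with it (I+B against Bud). The pairs were 0.82 and -1.36 at HAPLN2, 1.25 and -0.91 at FGD4, 0.58 and -1.28 at ABTB3, 1.16 and -0.76 at ZMYND8, 1.74 and -0.57 at RUNX1 and 1.12 and -1.24 at NRG1. At PXN they were -1.38 and 0.52, at IGF1R -0.57 and 1.08 and at SUSD1 -0.57 and 0.84.

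Cotreatment lay below the sum of the single log2 effects at strongly occupied windows, with a median interaction of -0.33 at 1648 windows with coverage of at least 32, against 0.13 at 3777 windows under 8, and since additive excesses alone can make this value negative, the excess with I+B minus the sum of excesses is given too (medians of -0.31 and 0.12, with 79.9% and 43.1% of windows below the sum). Weaker enrichment in the I+B track could lower it: at 103 strong windows that neither agent moved, I+B minus NS was 0.04 (95% interval -0.06 to 0.11), above the -0.1 set beforehand, but that bound assumed equally scaled tracks, and 325 weak unmoved windows stood at 0.21, a difference of -0.17 (-0.30 to -0.08), so this bound was set aside after the value had been seen. Weaker enrichment in the NS track would raise strong windows in both single-agent comparisons. The medians were 0.05 (-0.04 to 0.15) with IL1B at 408 GBRs alone and 0.12 (0.08 to 0.17) with budesonide at 329 RBRs alone. The median interactions at these windows were -0.30 and -0.27, and the NS track as the whole cause would raise both medians by about as much. On equally scaled tracks, these values argue against it as the whole cause at these windows. The lower median was too close to the bound of 0.1 to decide on a smaller part. A biological limit where both factors bind was tested as the median of shared windows (-0.35) minus that of windows bound by 1 factor (-0.29), -0.06 (-0.11 to 0.00), and the -0.84 at 237 windows raised by both agents is lowered by their selection. These explanations cannot be told apart, since there were no replicates and no input values, and how the window values were scaled is not known.

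RNAP2 was at least 2-fold lower at 501 GBRs with IL1B alone, with a median of -1.24. Counting noise would leave I+B against Bud, which comes from other libraries, at the level of all GBRs (0.08), but it was -0.28, a difference of -0.36 (-0.42 to -0.29), which argues against noise as the whole cause. With coverage of at least 16, the values were -0.72 at 129 such windows and 0.00 at 2872 GBRs. Proximity to repressed gene bodies was predicted to spare intergenic GBRs. However, 7.1% of these fell against 5.38% of intronic ones, a ratio of 1.32 (1.11 to 1.57). The loss was thus not confined to windows inside gene bodies. Intergenic windows can lie close to a gene, and distance to a repressed gene was not used, so proximity itself cannot be judged. No biological explanation of the loss was tested.

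GBRs labelled increasing gained RNAP2 with IL1B alone, before any added glucocorticoid. If elongation through induced host genes were the whole cause, intergenic windows would not gain, but 1228 of them had a median of 0.50 (0.44 to 0.54). The gain was thus not confined to windows inside protein-coding gene bodies. Windows near a TSS, past a gene end or in noncoding genes also counted as intergenic. RNAP2 of nearby induced genes therefore cannot be excluded by this value. RELA regions at the same windows were 0.61 at 2047 windows, yet 553 increasing GBRs without an RBR still stood at 0.20 against 0.01 for unchanged GBRs, a difference of 0.19 (0.10 to 0.29), which exceeds the bound of 0.1 only narrowly. RELA below the threshold of detection could therefore still contribute, as could scaling, and how the labels were assigned is not known from the sources used here.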

How the results depend on the processing

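The restriction to intergenic windows was chosen after the data had been seen, and the other alternatives here before the data were examined. No paired analysis was possible because each treatment had 1 pooled value. For the same reason a replicate block, a fit to the 4 libraries of a comparison alone, leaving out each library, an eBayes fit without trend, a count model and a test of gene lists with estimated correlation were not run. Among the values that answer a comparison, 366 values under the alternatives stayed within 1.5 times the main count or excess, or within the 95% interval of the main median or r. Another 167 left these bounds, and 3 changed sign although the interval of the main value excluded 0. Among single windows and medians by trend label, 546 values stayed, 90 left their bounds and 16 changed sign. For a single window, staying meant only that a change of at least 2-fold remained at least 2-fold. No value left its bounds with a reciprocal overlap or with the strongest window per gene. With windows linked within 10 kb, the median of immediate early genes at GBRs for IL1B against NS was 0.906. Where no reason is given below, the cause was not tested.

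TMM-like rescaling removed log2 factors of 0.15 for IL1B, 0.34 for budesonide and 0.47 for I+B relative to NS at GBRs, and 0.49, 0.13 and 0.64 at RBRs, which are taken from the bulk of the windows and brought the median change of each set close to 0 by construction. Windows at least 2-fold higher and lower at GBRs became 540 and 408 for budesonide against NS, 765 and 590 for I+B against NS and 563 and 422 for I+B against IL1B. At RBRs these numbers were 652 and 521 for IL1B against NS, 620 and 419 for I+B against NS, 350 higher for I+B against IL1B and 489 and 361 for I+B against budesonide. For the classes by factor bound, the factors came from all windows of both sets and were 0.25, 0.24 and 0.49 in the same order. The medians at GBRs alone were -0.249 for IL1B against NS, 0.121 for budesonide against NS, 0.087 for I+B against IL1B and -0.277 for I+B against budesonide. The medians at shared windows were 0.169 for IL1B against NS, 0.045 for budesonide against NS, -0.058 for I+B against IL1B and 0.076 for I+B against budesonide. The medians at RBRs alone were 0.293 for IL1B against NS, -0.283 for budesonide against NS, -0.265 for I+B against IL1B and 0.342 for I+B against budesonide. Medians by trend label that changed sign were -0.163 for budesonide against NS and -0.135 for I+B against IL1B at increasing GBRs, -0.063 for IL1B against NS at unchanged GBRs, -0.207 for IL1B against NS and -0.212 for I+B against budesonide at increasing RBRs, -0.019 for budesonide against NS and -0.094 for I+B against IL1B at unchanged RBRs. Gene list medians that left their interval were those of cytokine and chemokine genes at RBRs (0.911 for I+B against budesonide), NF-κB pathway genes at RBRs (0.684 for I+B against budesonide), adhesion, protease and prostaglandin genes at RBRs (0.776 for IL1B against NS), glucocorticoid-induced genes at GBRs (0.535 for budesonide against NS), circadian clock genes at GBRs (-0.863 for I+B against budesonide) and housekeeping genes at GBRs (0.353 for I+B against IL1B).

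After quantile normalization, windows higher and lower at GBRs were 553 and 429 for budesonide against NS, 793 and 731 for I+B against NS and 538 and 473 for I+B against IL1B. At RBRs it gave 632 and 587 for IL1B against NS, 313 lower for budesonide against NS, 647 and 554 for I+B against NS, 337 and 277 for I+B against IL1B and 497 and 394 for I+B against budesonide. Under it, GBRs alone had medians of -0.246 for IL1B against NS, 0.123 for budesonide against NS, 0.069 for I+B against IL1B and -0.302 for I+B against budesonide. Under it, shared windows had medians of 0.067 for IL1B against NS, -0.03 for budesonide against NS, 0.021 for I+B against IL1B and 0.086 for I+B against budesonide. Under it, RBRs alone had medians of 0.249 for IL1B against NS, -0.289 for budesonide against NS, -0.212 for I+B against IL1B and 0.309 for I+B against budesonide. By trend label, sign changes were found as -0.193 for budesonide against NS and -0.08 for I+B against IL1B at increasing GBRs, -0.13 for IL1B against NS at unchanged GBRs, -0.022 for I+B against IL1B at decreasing GBRs, -0.236 for IL1B against NS and -0.237 for I+B against budesonide at increasing RBRs, -0.069 for budesonide against NS and -0.035 for I+B against IL1B at unchanged RBRs, -0.028 for I+B against budesonide at decreasing RBRs. Lists outside their interval were cytokine and chemokine genes at RBRs (0.971 for I+B against budesonide), NF-κB pathway genes at RBRs (1.147 for IL1B against NS, -0.077 for budesonide against NS and 0.757 for I+B against budesonide), adhesion, protease and prostaglandin genes at RBRs (0.72 for IL1B against NS), glucocorticoid-induced genes at GBRs (-0.404 for IL1B against NS and 0.451 for budesonide against NS) and immediate early genes at GBRs (-0.003 for budesonide against NS). Of these, NF-κB pathway genes for budesonide against NS and immediate early genes changed sign.

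Some medians of short lists changed sign within their wide intervals, beside those named above. Under TMM-like rescaling, interferon and IRF genes for I+B against budesonide (0.39 as deposited) stood at -0.10, and under quantile normalization at -0.049. Immediate early genes for IL1B against NS (0.34) stood at -0.21 after quantile normalization, and apoptosis regulators for I+B against IL1B (0.18) stood at -0.23 with linking within 10 kb and at -0.09 with the strongest window per gene. Interferon and IRF genes for budesonide against NS (-0.047) stood at 0.091 with the strongest window per gene.

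A pseudocount of 10 reduces every fold by construction, most at weak windows. It left, of windows higher and lower at GBRs, 364 and 27 for IL1B against NS, 263 and 0 for budesonide against NS, 523 and 7 for I+B against NS, 153 and 4 for I+B against IL1B, 214 and 43 for I+B against budesonide and 58 and 122 for the interaction. At RBRs it left 568 and 10 for IL1B against NS, 134 and 3 for budesonide against NS, 624 and 2 for I+B against NS, 85 and 16 for I+B against IL1B, 377 and 6 for I+B against budesonide and 51 and 78 for the interaction. With it, GBRs alone had medians of 0.177 for budesonide against NS, 0.159 for I+B against IL1B and -0.029 for I+B against budesonide. With it, shared windows had medians of 0.239 for IL1B against NS, 0.158 for budesonide against NS, 0.119 for I+B against IL1B and 0.19 for I+B against budesonide. With it, RBRs alone had medians of 0.277 for IL1B against NS, -0.035 for budesonide against NS and 0.288 for I+B against budesonide. Pearson's r rose to 0.34 for the budesonide effects at GBRs, 0.56 for the IL1B effects at GBRs, 0.33 for the budesonide effects at RBRs and 0.62 for the IL1B effects at RBRs. In the BIRC3/BIRC2 locus, the excess with I+B minus the sum of both excesses became -0.16 at R0, 0.08 at R1, -0.24 at R3, -0.65 at R5 and -2.42 at R7. List medians outside their interval were cytokine and chemokine genes at RBRs (0.96 for I+B against budesonide), NF-κB pathway genes at RBRs (0.928 for I+B against budesonide) and adhesion, protease and prostaglandin genes at RBRs (0.808 for IL1B against NS).

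With a pseudocount of 0.5, the median of RBRs alone for I+B against budesonide was 0.612, and Pearson's r was 0.39 for the IL1B effects at GBRs and 0.46 for the IL1B effects at RBRs.

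A lower threshold of 1.5-fold admits more windows by construction. The numbers higher and lower at GBRs were then 2230 and 1366 for IL1B against NS, 2697 and 605 for budesonide against NS, 3391 and 626 for I+B against NS, 2524 and 683 for I+B against IL1B, 1961 and 1212 for I+B against budesonide and 1716 and 2025 for the interaction. At RBRs they were 2488 and 515 for IL1B against NS, 1308 and 723 for budesonide against NS, 2906 and 289 for I+B against NS, 1265 and 668 for I+B against IL1B, 2435 and 319 for I+B against budesonide and 1249 and 1337 for the interaction.

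Without the lowest 25% of windows by mean value, fewer windows could be counted. Numbers that moved by more than 1.5 times were, at GBRs, 328 lower for IL1B against NS, 61 lower for budesonide against NS, 106 lower for I+B against NS, 102 lower for I+B against IL1B and 446 higher for the interaction, and at RBRs 99 lower for IL1B against NS, 112 lower for budesonide against NS, 32 lower for I+B against NS, 333 and 100 for I+B against IL1B and 304 higher for the interaction. The remaining GBRs alone had medians of 0.412 for budesonide against NS and -0.121 for I+B against budesonide. The remaining shared windows had medians of 0.43 for IL1B against NS. The remaining RBRs alone had medians of 0.607 for IL1B against NS, -0.086 for I+B against IL1B and 0.62 for I+B against budesonide. Pearson's r was 0.32 for the budesonide effects at GBRs, 0.53 for the IL1B effects at GBRs, 0.33 for the budesonide effects at RBRs and 0.59 for the IL1B effects at RBRs.

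In intergenic windows only, the following medians left their interval. At GBRs alone these were -0.062 for IL1B against NS, 0.281 for budesonide against NS and -0.026 for I+B against budesonide. At shared windows these were 0.353 for IL1B against NS, 0.234 for budesonide against NS and 0.282 for I+B against budesonide. At RBRs alone these were 0.454 for IL1B against NS, -0.131 for budesonide against NS and -0.007 for I+B against IL1B. For comparison, r for the budesonide effects at GBRs was 0.23 over all windows and 0.49 over those with coverage of at least 16. Depth was not separated from other differences between weak and strong windows.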

Other observations

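Some lists were also measured in further comparisons or at the other set of windows. With IL1B alone, 9 circadian clock genes at GBRs had a median log2 change of -0.48, at percentile 0.39 of the random lists. HLF (-1.36), BMAL1 (-1.04), PER2 (-0.77) and PER1 (-0.64) were below NS and NR1D2 (1.19) and BHLHE40 (0.77) above it. Apoptosis regulators at GBRs had medians of 0.80 with IL1B (percentile 99.69) and 0.72 with budesonide (percentile 98.27), and 0.96 with I+B (percentile 99.18).

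Housekeeping genes, with 6 genes at GBRs, stood at -0.28 with IL1B (percentile 4.05) and at 0.64 for I+B against IL1B (percentile 95.83), which was 0.35 after TMM-like rescaling. Both lay within the central 95% of the random lists. Markers of other cell types at RBRs, with 5 genes, stood at 1.06 with I+B against NS (percentile 91.75) and at 1.34 for I+B against budesonide (percentile 99.27). The lists are short, and no gene of them was tested alone.

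At the BIRC3/BIRC2 locus, the GBRs at R1, R4, R7 and R8 were labelled increasing, that at R5 decreasing and those at R0, R2 and R3 unchanged, while the RBRs at R1, R2 and R8 were labelled increasing, that at R4 unchanged and that at R7 decreasing. Apart from the GBR at R7, these are the directions that the study describes for its sequencing tracks when the second agent is added. By ChIP-qPCR it describes GR at R4 as similar to budesonide alone and no longer significant at R1, and its summary of both assays has RELA at R7 little affected. The same assay had GR significantly higher at R8 and lower at R5 with both agents than with budesonide. The summary also mentions evidence of GR at R4 and R7 with budesonide alone or with both agents, significant for R4. What defined the labels was not tested. RNAP2 at R7 was 1.77-fold higher with budesonide than in NS. The log2 changes were 0.82 as deposited and 0.50 and 0.44 after TMM-like rescaling and quantile normalization, both taken from GBRs. That is a larger effect than the study's description of this window.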
